A study of Homo sapiens with 16 samples.

How the data were processed

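Spatial transcriptomes of human oestrogen receptor-positive breast cancer were measured in 12 sections, 7 of bone metastases and 5 of primary breast tumours, and 2 further sections, 1 per tissue, were measured for RNA and protein together. The tissue had been fixed in formalin and embedded in paraffin, and the libraries were made with Visium slides, per the labels' protocols. On such a slide each spot captures the probes from a small area of tissue, which can hold several cells of different types or part of a cell. The labels do not tie sections to patients, so the number of patients behind each group is not known here and p-values measure the spread between sections.

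The authors deposited whole-number UMI counts per gene and spot for the 12 sections, made with Space Ranger 2.1.0 per the file headers and with hg38 per the submitters' processing notes. The 2 dual-assay matrices came from Space Ranger 3.1.1, per the file headers. The probe set release is not given in the sources used here. In the dual-assay matrices the gene features are UMI counts, but the deposited antibody values are a normalised score rather than counts. Each equals the antibody's UMIs divided by the UMIs of the 4 isotype control antibodies plus 1, times 10000, rounded down, as read from the steps between the values. The UMIs behind the scores were recovered in 97.9% of the spots of the bone metastasis dual-assay section and in 99.2% of those of the primary tumour dual-assay section. A protein share is an antibody's score divided by the sum of the scores of its spot, a ratio from which the isotype divisor cancels. The planned analysis had assumed antibody counts.

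Each matrix held 18085 gene rows, with 3 symbols on 2 rows each. Only 16 sex-linked genes were left out of all tests, and other genes of the X chromosome, such as ALAS2 and GRPR, were tested. Of the list genes, KRT18, HBA1, GYPB, GP1BA, HLA-E, HLA-F, the 7 class II HLA genes, LDHA, ALDOA, BNIP3, COX5A and MT-CO1 were not among the rows. For the whole-section comparison, UMIs were summed over all spots of a section. For the comparison within sections, spots with at least 200 UMIs were ranked by the share of their UMIs in 10 epithelial genes, the top 25% were called epithelial-rich and the bottom 25% epithelial-poor, and UMIs were summed over each class. These classes are ranges of a score and not cell types. Ties, which are mostly spots without an epithelial UMI, were ordered as in the deposited matrix. The epithelial genes themselves were left out of all tests between or within these classes.

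Genes were tested with edgeR 4.0.16 (quasi-likelihood F test, TMM scaling, filterByExpr) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Contrasts between spot classes had the section as a block and a class effect per tissue, and the difference between those effects is the interaction. The SE of a fold change was taken from the fold change and its F statistic. CPM values of single genes in the edgeR comparisons use TMM-scaled totals. Those of summed lists, of albumin, AFP, liver and olfactory receptor genes and of the dual-assay sections use plain totals. TMM factors ran from 0.736 in primary tumour 3 to 1.74 in bone metastasis 7, so TMM-scaled and plain CPM are not directly comparable. A set of 29 gene lists (marker genes of cell types and programmes) was fixed before the data were examined. The lists were tested with camera (limma 3.58.1) on voom values with a preset correlation between genes of 0.01, again with an estimated correlation, and with fry, which tests whether a list's genes move one way on balance. A median quoted with camera is taken over voom fold changes and can differ from the median of the edgeR fold changes. The reason for such differences was not tested.

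For each section 4 measures were compared between tissues with 2-sided exact permutation tests over all 792 splits of the 12 sections. They were the log2 CPM of each summed list (pseudocount 1 CPM), Moran's I of 11 lists over the 6-neighbour spot grid, Spearman's rho of 10 lists with the epithelial share over spots, and the log2 ratio of 10 lists between spots next to epithelial-rich spots and spots farther away (pseudocount 10 CPM). Moran's I and rho used spots with at least 500 UMIs, each thinned to 500 UMIs. The ratio at the border was also tested against 0 with an exact sign-flip permutation test over the 4096 sign patterns of the 12 sections. Values were adjusted over the lists of each measure. In the dual-assay sections, Spearman's rho between a protein's share and the share of its own gene was computed over spots, with no test between tissues because each had 1 section.

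Genes were named by a rule fixed with the comparisons and tests. It takes the 10 largest positive and 10 largest negative fold changes among genes past the threshold with an average log2 CPM of at least 4, up to 3 members of each list past the threshold, and always ESR1, PGR, ERBB2 and MKI67. Within sections 5 and 2 replaced 10 and 3, and where fewer than 5 genes passed, the 5 with the smallest p were named. Other members of lists that are named as examples were chosen after their values were seen. The scripts were tested on simulated data in which 200 genes were changed. In the whole-section design 0% of genes with a simulated log2 change of 1, 24% at 2, 64% at 3 and 90% at 4 were called. In the epithelial-rich design these were 2%, 44%, 84% and 86%.

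Alternatives covered scaling (DESeq2-type RLE size factors, library size only), filters, DESeq2 1.42.0, limma-voom with quality weights, spot filters and class sizes, thinning, covariates a covariate for the library-number series that both tissues share, and leaving out each section in turn. Leaving out 3 bone metastasis sections, in which the epithelial list held under 1000 CPM, was added after the data had been seen. All 66 pairs of the 12 sections differed by far more than sampling noise (lowest chi-square per degree of freedom 25.9), so every section was counted once. This does not show that the sections came from different patients. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the spatial measures. Of the results for the closing section, 5 are not reported here.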

Results

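The 7 bone metastasis sections and 5 primary breast tumour sections were compared to learn how tumour architecture and composition differ between the primary site and bone. The bone metastases were shallower. They held between 1125732 and 27346971 UMIs per section (median 2225489), and the primary tumours between 3008346 and 121197215 (median 27303619). Median UMIs per spot ran from 274 to 12526 in bone metastases and from 1501 to 22416 in primary tumours. A count of 3 UMIs corresponds to 2.66 CPM in the shallowest section and to 0.0248 CPM in the deepest.

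The bone metastases also differed widely among themselves. The summed epithelial list (keratins, EPCAM and other genes of epithelial cells) held 5622 CPM in bone metastasis 1, 3273 in bone metastasis 2, 2459 in bone metastasis 3 and 1861 in bone metastasis 5. It held only 248, 140 and 358 CPM in bone metastases 4, 6 and 7, against 3355 to 7407 CPM in the 5 primary tumours. Bone metastasis 4 was rich in erythroid transcripts (97529 CPM) and granulocyte transcripts (31928 CPM). Bone metastasis 5 was rich in the fibroblast and collagen list (154954 CPM) and the osteoblast list (13625 CPM), and bone metastasis 6 in the osteoblast list (10890 CPM) and the macrophage list (9539 CPM).

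**Figure D1:**
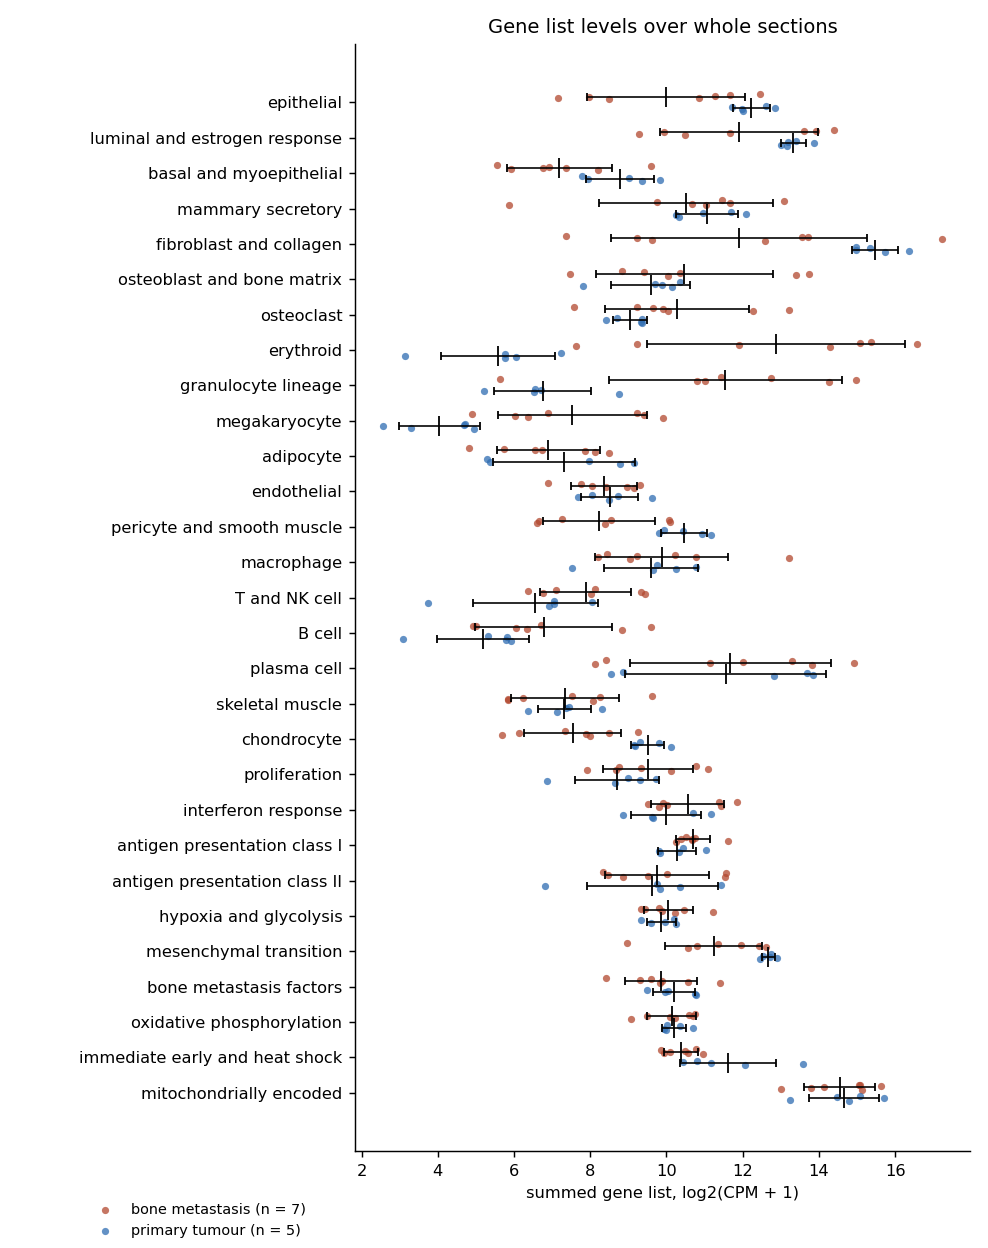
Summed level of each of the 29 gene lists as log2(CPM + 1) per section, with 7 bone metastases and 5 primary tumours as points and the group mean ± SD as black bars. The epithelial list lies at 140 to 358 CPM in bone metastases 4, 6 and 7 and at 3355 to 7407 CPM in the primary tumours.

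Over whole sections, few genes differed between tissues, and they included genes of blood cells that were higher in bone metastases and genes of fibroblast matrix that were lower. HBD, the delta chain of haemoglobin, averaged 1399.9 ± 2127 CPM (SD, n = 7) in bone metastases and 4.53 ± 2.40 (SD, n = 5) in primary tumours, a log2 fold change of 8.28 ± 1.57 (SE). SFRP2, a secreted Wnt modulator made by fibroblasts, averaged 19.4 ± 14.3 CPM (SD, n = 7) against 1524 ± 945 (SD, n = 5), a log2 fold change of -6.31 ± 0.78. By edgeR's quasi-likelihood test 28 of 16141 genes passed an adjusted p of 0.05, with 7 higher and 21 lower in bone metastases, and 2058 genes had an unadjusted p under 0.05. The 7 that rose were HBD and ALAS2 (log2 6.16 ± 1.17), the first enzyme of haem synthesis in red cell precursors, the platelet chemokine PPBP (6.24 ± 1.06), GLT1D1 (5.19 ± 0.99), HK3 (5.00 ± 0.96), a hexokinase of myeloid cells, PHOSPHO1 (4.49 ± 0.85), a phosphatase of bone mineralisation, and the neutrophil metalloproteinase MMP25 (4.36 ± 0.73). Their adjusted p lay between 0.0286 and 0.0498.

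The genes that fell included the matrix and matrix-associated genes SFRP2, CILP (log2 -5.20 ± 0.71), MFAP4 (-4.17 ± 0.72), SPARCL1 (-3.65 ± 0.70), SPON1 (-3.53 ± 0.61) and PODN (-3.47 ± 0.61). TCIM (log2 -4.50 ± 0.71), the gastrin-releasing peptide receptor GRPR (-3.70 ± 0.65), GEM (-3.63 ± 0.57), the immediate early transcription factor EGR1 (-3.80 ± 0.73) and CNN1 (-3.15 ± 0.55), a calponin of myoepithelial and smooth muscle cells, fell too. The other 10 genes that fell were GFPT2, ADAMTS12, SPON2, NR4A2, SSC5D, PTGER3, SPOCK1, GREM1, C1QTNF3 and ARHGEF38, with log2 fold changes from -3.40 to -2.46. None of the receptor and proliferation genes passed. ESR1, the oestrogen receptor, averaged 412 ± 551 CPM (SD, n = 7) in bone metastases and 241 ± 136 (SD, n = 5) in primary tumours (log2 0.78 ± 0.98, adjusted p = 0.723). The progesterone receptor gene PGR had a log2 fold change of -2.04 ± 1.03 (adjusted p = 0.423; -4.02 and 0.0278 without bone metastasis 3), ERBB2 of -1.18 ± 0.71 (adjusted p = 0.491) and MKI67 of 1.25 ± 0.62 (adjusted p = 0.415).

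By other tools and scalings, DESeq2 called 585 higher and 223 lower, edgeR with RLE size factors 2 and 12, and edgeR with library size alone 0 and 5. After thinning every section to the smallest total it called 0 and 1, and among genes of an average log2 CPM of at least 4 it called 0 and 2, so none of the 7 that rose passed in either. With a covariate for the library-number series that both tissues share (3 bone metastases and 1 primary tumour) edgeR called 37 higher and 59 lower, and the other sections fall into a series of 4 bone metastases and a series of 4 primary tumours, so that part of the series cannot be told apart from the tissue. A covariate for mean UMIs per spot, and leaving out the 3 epithelial-low bone metastases, each left 0 genes. Leaving out 1 section gave 317 genes without bone metastasis 3, 99 without 5, 10 without 2, 6 without 6 and 3 without 4, and 17, 6 and 4 without primary tumours 2, 4 and 5. The calls of SFRP2 and CILP were kept in all 12 of these fits (highest adjusted p = 0.0498). The calls of EGR1 and SPARCL1 ended in 8, that of PODN in 6, those of MFAP4, SPON1, GRPR, GEM and CNN1 in 5 and that of TCIM in 4. Of the genes that rose, ALAS2 and GLT1D1 lost their calls in 10, HBD, HK3 and PHOSPHO1 in 9, PPBP in 7 and MMP25 in 5.

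**Figure D2:**
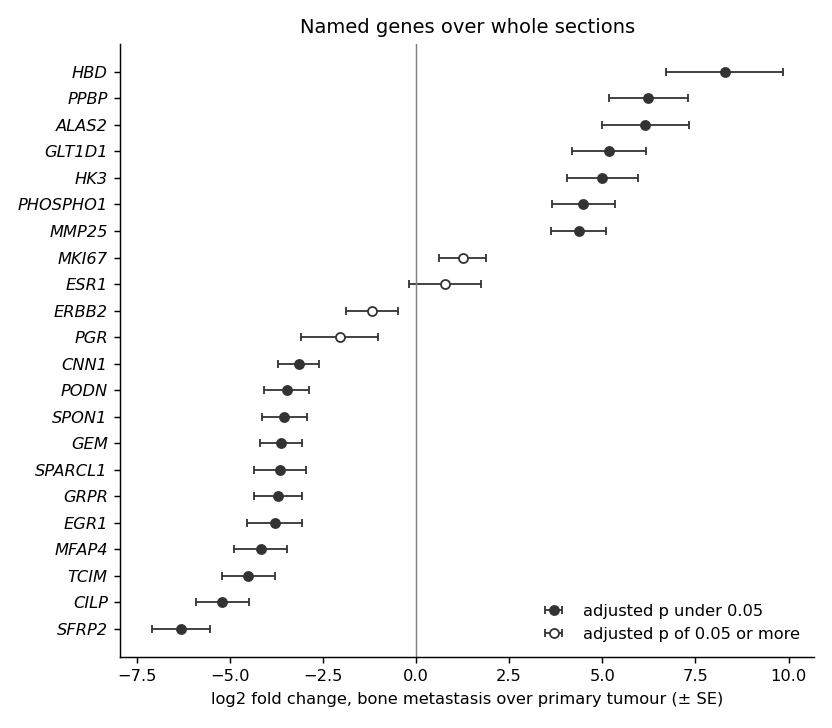
Log2 fold change (bone metastasis over primary tumour, ± SE, edgeR) of the 22 genes named by rule, over 7 and 5 whole sections. Filled points have an adjusted p under 0.05 and open points do not; HBD lies highest at 8.28 and SFRP2 lowest at -6.31.

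Among the fixed lists, those of marrow cells were higher in bone metastases by camera with a preset correlation between genes. The erythroid list had a median log2 fold change of 5.59 (camera adjusted p = 2.54e-13), the granulocyte lineage list of 3.74 (6.56e-09) and the megakaryocyte list of 2.68 (1.41e-06). With an estimated correlation between genes their adjusted p was 0.194, 0.279 and 0.214 in the same order, so none was called. Without the 3 epithelial-low bone metastases the medians were smaller, at 3.76, 1.72 and 1.87, and the calls with the preset correlation were kept. Of 11 erythroid genes tested, 2 rose over all genes and 11 when adjusted over the list alone. Of 13 granulocyte genes 0 and 13 rose in the same order, and of 6 megakaryocyte genes 1 and 5. As examples chosen after their values were seen, HBB, the beta chain of haemoglobin, had a log2 fold change of 8.96 ± 1.90, the calprotectin subunit S100A8 of 7.63 ± 1.57 and myeloperoxidase (MPO) of 7.59 ± 1.75, with adjusted p of 0.0565, 0.0530 and 0.0732 over all genes.

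By the same test the bone lists were higher as well. The osteoblast and bone matrix list had a median of 1.68 (camera adjusted p = 0.000316), which an estimated correlation raised to an adjusted p of 0.379. Summed over its genes it lay above the highest primary tumour (1319 CPM) only in bone metastases 5 and 6, while the other 5 bone metastases held 176 to 1308 CPM and the primary tumours 222 to 1319 CPM. Of its genes 0 of 14 rose over all genes and 10 when adjusted over the list alone. IBSP, bone sialoprotein, had a log2 fold change of 5.47 ± 1.49 (adjusted p = 0.107) and osteocalcin (BGLAP) of 4.54 ± 1.23 (adjusted p = 0.105). The osteoclast list had a median of 1.13 (camera adjusted p = 0.00161, and 0.379 with an estimated correlation) and of 0.50 without the 3 epithelial-low bone metastases, with 6 of 11 members higher when adjusted over the list alone, among them MMP9 (4.97 ± 1.21, adjusted p = 0.0845 over all genes).

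The fibroblast and collagen list was lower, with a median of -4.01 (camera adjusted p = 2.16e-17, and 0.194 with an estimated correlation). Bone metastasis 5 went the other way, with 154954 CPM of this list against at most 84965 CPM in the primary tumours. Of its 16 members, 1 fell over all genes and 9 fell when adjusted over the list alone, including POSTN (log2 -4.05 ± 1.04, adjusted p = 0.0925 over all genes) and FAP (-2.93 ± 0.68, adjusted p = 0.0732). COL1A1, which bone cells also make, had a log2 fold change of 0.28 ± 1.69 (adjusted p = 0.952). The basal and myoepithelial list was lower at a median of -2.21 (camera adjusted p = 6.86e-08, and 0.194 with an estimated correlation), and 1 of its 11 members fell over all genes and 5 when adjusted over the list alone. The immediate early and heat shock list was lower at -1.31 (7.45e-05, and 0.279 with an estimated correlation), with 1 of 12 fallen over all genes and 6 when adjusted over the list alone.

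The luminal and oestrogen response list was lower at a median of -1.49 (camera adjusted p = 2.95e-06) and the epithelial list at -2.03 (2.99e-05). None of their members fell over all genes, and 2 of 22 luminal genes, the oestrogen-induced PDZK1 and GREB1, and 0 of 10 epithelial genes fell when adjusted over the list alone. These sizes rested on the 3 epithelial-low bone metastases, without which the medians were -0.02 for luminal (camera adjusted p = 0.796) and -0.57 for epithelial (0.228). With an estimated correlation the adjusted p was 0.370 and 0.279. By edgeR the luminal median was -0.37, with 8 of 22 genes positive. In total camera called 19 of the 29 lists, and with an estimated correlation it called 0 (lowest adjusted p = 0.194), while fry called 6. The other lists called by camera were proliferation (median 1.05), B cell (1.54), T and NK cell (0.90) and antigen presentation class I (0.86), all higher with all 12 sections. Without the 3 epithelial-low bone metastases these medians were 0.64, 0.61, 0.40 and 0.57 in the same order. Pericyte and smooth muscle (-1.61), mesenchymal transition (-1.39), mammary secretory (-1.84), chondrocyte (-1.83) and adipocyte (-1.40) were lower, pericyte at -0.68 without the 3 sections. Their adjusted p with an estimated correlation lay between 0.194 and 0.545. None of their members passed over all genes, and when adjusted over the list alone 7 of 10 B cell genes, 1 T and NK cell gene and 1 class I gene rose, while 2 pericyte, 2 mammary secretory, 2 chondrocyte and 1 adipocyte gene fell. The chondrocyte call ended without the 3 epithelial-low bone metastases (median -0.37, adjusted p = 0.606) and without primary tumour 2 (0.10025). The adipocyte call ended in 7 of the 12 fits without 1 section, the mammary secretory call without bone metastasis 3 (0.156), the T and NK cell call without primary tumour 3 (median -0.06, adjusted p = 0.245), the proliferation call without primary tumour 4 (median 0.36, adjusted p = 0.106) and the class I call without primary tumour 5 (0.0540).

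The 10 lists that were not called were endothelial, macrophage, plasma cell, skeletal muscle, interferon response, antigen presentation class II, hypoxia and glycolysis, bone metastasis factors, oxidative phosphorylation and mitochondrially encoded, with medians from -0.22 to 0.72. The test of the plasma cell list pointed down while its median was 0.72, and that of the hypoxia list pointed up while its median was -0.08. Leaving out 1 section brought in the endothelial list as lower without bone metastasis 3 (median -1.02, adjusted p = 0.00799), the macrophage list as lower without bone metastasis 6 (-0.81, 0.0244), and the interferon list as higher without bone metastasis 4 (0.0130), bone metastasis 7 (0.0270) or primary tumour 2 (0.00536). Leaving out the 3 epithelial-low bone metastases brought in the interferon list (0.0117) and the oxidative phosphorylation list (0.0159), both higher. The macrophage list had a voom median of -0.11, while all 12 of its edgeR estimates were positive with a median of 1.17. The median of all genes was itself shifted by 0.14 on the log2 scale with TMM, 0.22 with RLE and 0.12 with library size. When each list was summed and compared per section by an exact permutation test, 0 of 29 lists passed. The erythroid list averaged 12.9 ± 3.38 log2 CPM in bone metastases (SD, n = 7) and 5.59 ± 1.499 in primary tumours (SD, n = 5; exact permutation p = 0.00379, adjusted p = 0.0732). In that test 9 lists had an unadjusted exact permutation p under 0.05, namely the epithelial, fibroblast, erythroid, granulocyte, megakaryocyte, pericyte, chondrocyte, mesenchymal transition and immediate early lists, and the lowest adjusted p of the 29 was 0.0732. Without bone metastasis 3 the erythroid, granulocyte and megakaryocyte lists passed (exact permutation, adjusted p = 0.0418).

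In epithelial-rich spots, SFRP2 had the smallest p of the comparison between tissues, and no gene passed the threshold. SFRP2 averaged 23.99 ± 23.3 CPM (SD, n = 7) in bone metastases and 1167 ± 948 (SD, n = 5) in primary tumours, a log2 fold change of -5.66 ± 0.87 (edgeR adjusted p = 0.110). The next smallest p belonged to TCIM (log2 -4.58 ± 0.75), GRPR (-3.86 ± 0.66), CILP (-4.90 ± 0.89) and PXDN (-2.56 ± 0.50), a matrix peroxidase, with adjusted p between 0.111 and 0.168. ESR1 (0.74 ± 0.97), PGR (-1.60 ± 1.08), ERBB2 (-1.19 ± 0.62) and MKI67 (1.48 ± 0.74) had adjusted p between 0.449 and 0.8005. edgeR called 0 of 11305 genes, with 1344 at an unadjusted p under 0.05, whereas DESeq2 called 428 higher and 143 lower. Without bone metastasis 7 edgeR called 6 genes, without bone metastasis 2 it called 3, and without bone metastasis 5 or primary tumour 2 it called 1.

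Camera called 14 of 26 lists in these spots. The fibroblast and collagen list had a median of -3.72 (adjusted p = 2.21e-17), the basal list of -2.85, the mammary secretory list of -2.11, the chondrocyte list of -2.06, the mesenchymal transition list of -1.47, the pericyte list of -1.44, the immediate early list of -1.18 and the luminal list of -1.08. The erythroid list had a median of 5.66, the granulocyte list of 3.47, the osteoclast list of 1.65, the proliferation list of 0.98, the interferon response list of 0.70 and the class I list of 0.69. When adjusted over the list alone, 8 of 16 fibroblast and 6 of 12 immediate early genes fell, and 6 of 6 erythroid, 5 of 5 granulocyte and 4 of 6 osteoclast genes rose, against 0 over all genes. With an estimated correlation camera called 0 of the lists (lowest adjusted p = 0.185), and fry called 3. The other 12 lists were osteoblast, adipocyte, endothelial, macrophage, T and NK cell, plasma cell, skeletal muscle, class II, hypoxia, bone metastasis factors, oxidative phosphorylation and mitochondrially encoded, with adjusted p from 0.0995 to 0.918. The plasma cell list had a median of -0.43, a mean of 0.06 and a test pointing down, and the hypoxia list a median of 0.18, a mean of -0.02 and a test pointing up.

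Without the 3 epithelial-low bone metastases the luminal (median -0.10, adjusted p = 0.963), chondrocyte (-0.90, 0.365), class I (0.39, 0.192) and osteoclast (0.39, 0.123) calls ended. In that fit the osteoblast (adjusted p = 0.000130), T and NK cell (0.00405) and oxidative phosphorylation (0.0492) lists were called as higher and the bone metastasis factors (0.0406) as lower, as were the megakaryocyte (0.000673) and B cell (0.0180) lists as higher, which were not tested with all sections. Its median was 2.92 for the erythroid list, 1.49 for granulocyte, 0.48 for proliferation, 0.41 for interferon and -0.76 for pericyte. In the 12 fits without 1 section the T and NK cell list was called in 5, with 2 or 4 of its 13 genes tested, the osteoblast list in 3 and the adipocyte list in 1. The megakaryocyte list was represented by 1 gene in the 5 fits that called it. The osteoclast call also ended without bone metastasis 2, 5, 6 or 7 or primary tumour 1 or 3, the interferon call without bone metastasis 1, 2 or 6, the class I call without bone metastasis 6 (0.103), the mammary secretory call without bone metastasis 3 (0.143) and the proliferation call without primary tumour 4 (median 0.41, adjusted p = 0.0993). In bone metastases 4 and 6 only 12.6% and 9.10% of the ranked spots held any epithelial UMI, and 471 of 948 and 646 of 1016 epithelial-rich spots there held none.

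Within bone metastases, no gene passed the threshold between epithelial-rich and epithelial-poor spots. Among the 5 genes with the smallest p, SCGB2A2, the mammary secretoglobin mammaglobin, had a log2 fold change between epithelial-rich and epithelial-poor spots of 2.05 ± 0.36 (SE, n = 7) and was higher in 5 of 7 sections. AZGP1 (1.58 ± 0.33), the collagen receptor DDR1 (1.51 ± 0.30) and RAB26 (1.26 ± 0.26) were higher in 7 of 7, and the myeloid gene LST1 (-1.24 ± 0.25) was higher in 0 of 7. For these 5 genes the edgeR adjusted p was 0.140. ERBB2 had a log2 fold change of 1.24 ± 0.30 (adjusted p = 0.140), ESR1 of 0.97 ± 0.33 (0.225), PGR of 1.04 ± 0.45 (0.312) and MKI67 of -0.07 ± 0.32 (0.955). edgeR called 0 of 16967 genes, with 2311 at an unadjusted p under 0.05. DESeq2 called 37 higher and 109 lower, and edgeR without the 3 epithelial-low sections called 44 higher and 339 lower. The top and bottom 10% of spots gave 19 higher and 1 lower. When adjusted over the list alone, 16 of 22 luminal genes rose, among them the luminal transcription factors GATA3 and FOXA1, and 5 of 10 mammary secretory genes rose and 1 fell. In the same count 5 of 13 granulocyte genes (among them S100A8 and MPO), 5 of 13 T and NK cell genes (among them IL7R and GZMA), 3 of 15 bone metastasis factors (VCAM1, CXCL12 and CXCR4) and 2 of 6 megakaryocyte genes fell. KRT15, TNNT1 and HSPA1B rose and OSCAR, CD163, CIITA and ZEB2 fell as the only members of their lists, and the other 15 lists had 0 members past that threshold.

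Within primary tumours, epithelial-rich spots carried luminal and secretory genes, and epithelial-poor spots carried adipocyte, endothelial, macrophage and T cell genes. edgeR called 2937 of 16967 genes, with 1553 higher and 1384 lower in epithelial-rich spots. The largest rises were in MAPK15 (log2 2.32 ± 0.36), CYP4Z1 (2.23 ± 0.38), AGR2 (2.19 ± 0.38), a secretory-pathway disulphide isomerase, MUC6 (2.15 ± 0.38) and the breast differentiation gene ANKRD30A (2.14 ± 0.26; SE, n = 5). ERBB2 (1.37 ± 0.25, adjusted p = 0.00103), ESR1 (1.40 ± 0.33, adjusted p = 0.00627) and PGR (0.97 ± 0.31, adjusted p = 0.0351) rose as well, and MKI67 did not pass (0.17 ± 0.36, adjusted p = 0.788). Of 22 luminal genes 18 rose, including AGR2 and AGR3 (1.90 ± 0.29), and 20 rose and 1 fell when adjusted over the list alone, while of 10 mammary secretory genes 7 rose (7 over the list alone), including SCGB2A2 (2.13 ± 0.28). Of 11 basal genes 3 rose (3), among them KRT15 (1.67 ± 0.25) and KRT14 (0.92 ± 0.30), and of 16 proliferation genes 2 rose (2), MCM2 (0.78 ± 0.23) and CCNB1 (0.90 ± 0.28). TNNT1 (1.75 ± 0.26) and MB (1.63 ± 0.32) of the skeletal muscle list, SOX9 (1.60 ± 0.30) of the chondrocyte list, VEGFA (0.89 ± 0.22) and HSPA1B (1.04 ± 0.19) rose too.

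The largest falls were in the adipocyte fatty acid carrier FABP4 (log2 -4.29 ± 0.48), LILRB5 (-3.31 ± 0.46), ADH1B (-3.22 ± 0.45), and the macrophage receptors MARCO (-3.15 ± 0.54) and FOLR2 (-3.04 ± 0.36). All 8 adipocyte genes fell (8 when adjusted over the list alone), including LPL (-2.71 ± 0.32), and all 11 endothelial genes fell (11), including CLDN5 (-2.71 ± 0.33) and CDH5 (-2.46 ± 0.34). All 13 T and NK cell genes fell (13), with IL7R at -2.96 ± 0.35 and CD2 at -2.02 ± 0.29, and 10 of 12 macrophage genes (10), with MRC1 at -2.84 ± 0.35 and CD163 at -2.43 ± 0.33. Of 9 pericyte genes 6 fell (8), with MCAM at -1.91 ± 0.31 and ABCC9 at -2.15 ± 0.36. Of 11 plasma cell genes 6 fell (8), with IGKC at -2.37 ± 0.54 and IRF4 at -1.87 ± 0.38, and of 10 B cell genes 5 fell (6), with CD79B at -1.27 ± 0.34 and BANK1 at -1.09 ± 0.31. Of 16 fibroblast genes 4 fell (7), with DCN at -1.45 ± 0.38 and PDGFRB at -1.04 ± 0.33.

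Smaller groups fell in part. Of 16 interferon genes 7 fell (9 when adjusted over the list alone), with MX2 at log2 -1.28 ± 0.23 and IFI27 at -1.08 ± 0.20, and of 10 mesenchymal transition genes 7 fell (7), with ZEB2 at -1.55 ± 0.28 and TWIST1 at -1.42 ± 0.28. CIITA (-1.33 ± 0.27) and CD74 (-1.35 ± 0.37), the 2 measured class II genes, fell, as did PSMB9 (-0.87 ± 0.20) and TAP2 (-0.67 ± 0.20) of 7 class I genes. ALPL (-2.15 ± 0.49), OMD (-1.04 ± 0.33), MMP9 (-1.90 ± 0.51), CTSK (-1.13 ± 0.35), CTSG (-2.78 ± 0.45), ACAN (-2.50 ± 0.64), VCAM1 (-2.08 ± 0.31), IL6 (-1.85 ± 0.42), NDRG1 (-0.79 ± 0.26) and DUSP1 (-0.92 ± 0.22) of the bone, marrow, cartilage, bone metastasis, hypoxia and immediate early lists fell. TNNT3 and TTN of the skeletal muscle list fell, where TNNT1 and MB rose. In all 6 of 15 bone metastasis factors, 4 of 12 osteoclast, 2 of 14 osteoblast and 1 of 13 granulocyte genes fell, 3 of 12 immediate early genes rose and 1 fell, and 2 of 11 hypoxia genes rose and 1 fell. The erythroid, megakaryocyte, oxidative phosphorylation and mitochondrially encoded lists had 0 members past the threshold. The split of directions moved with the scaling and with the spots used, since RLE size factors gave 780 higher and 1911 lower, DESeq2 988 and 2098, and spots with 500 or more UMIs 1076 and 1904. Epithelial-rich spots were deeper in all 5 primary tumours, with median UMIs from 14536 against 897 in primary tumour 5 to 22824 against 13849 in primary tumour 3. Leaving out primary tumour 5 left 1157 calls, and leaving out primary tumours 2 and 4 in turn left 1457 and 1732. The split of directions moved in these fits too, with 339 higher and 818 lower without primary tumour 5. It also moved when a bone metastasis was left out, with 827 higher and 1567 lower without bone metastasis 6. More genes stayed higher than lower only without bone metastasis 1 or 4 or primary tumour 3. Single calls that ended in 5 or more of the 12 fits without 1 section were those of CCNB1 (8), PGR and KRT14 (7), MCM2 (6) and CTSK (5).

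The contrast between epithelial-rich and epithelial-poor spots differed between tissues for 2 genes. ENPP2, which encodes the secreted enzyme autotaxin, averaged 12.3 ± 11.2 CPM in epithelial-rich and 79.2 ± 75.4 in epithelial-poor spots of primary tumours (SD, n = 5) and was lower in the rich spots of all 5. In bone metastases it averaged 85.5 ± 122 and 91.4 ± 163 CPM (SD, n = 7) and was higher in the rich spots of 5 of 7. The interaction was 2.92 ± 0.32 on the log2 scale (edgeR adjusted p = 0.000266). SMOC2, a matrix-associated calcium-binding protein, was higher in epithelial-rich spots in 7 of 7 bone metastases and 0 of 5 primary tumours, with an interaction of 2.47 ± 0.37 (adjusted p = 0.0123). edgeR called these 2 of 16967 genes, with 1064 at an unadjusted p under 0.05, and DESeq2 called 11 higher and 1 lower. The SMOC2 call ended without bone metastasis 1 (adjusted p = 0.0897), 2 (0.0736) or 7 (0.0810), without primary tumour 4 (0.0657) or 5 (0.0968), and without the 3 epithelial-low bone metastases (0.202). Leaving out bone metastasis 3 gave 236 genes and leaving out primary tumour 3 gave 6. TRARG1 (3.64 ± 0.64), GPX3 (2.42 ± 0.47) and CCL19 (2.80 ± 0.54) had the next smallest p and did not pass, with adjusted p from 0.113 to 0.146. ESR1, PGR, ERBB2 and MKI67 had interactions of -0.43 ± 0.47, 0.07 ± 0.54, -0.13 ± 0.39 and -0.24 ± 0.48, all with an adjusted p of at least 0.992.

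By camera with a preset correlation between genes, 11 of 28 lists had a contrast that differed between tissues, and with an estimated correlation 0 had (lowest adjusted p = 0.0721). The macrophage list had a median log2 contrast of -0.66 in bone metastases and -2.04 in primary tumours, and the interaction had a median of 1.35 (camera adjusted p = 1.24e-12). The adipocyte list had an interaction of 1.99 (1.28e-11), T and NK cell of 1.05 (1.28e-11), endothelial of 0.76 (7.9e-06), interferon response of 0.30 (0.00191), plasma cell of 0.75 (0.00453), class II of 0.84 (0.0242) and B cell of 0.41 (0.0495). The mammary secretory list (-1.43, adjusted p = 6.36e-06), the basal list (-0.55, 0.0198) and the granulocyte list (-1.14, 0.0242) went the other way. Adjusted over the list alone, 8 of 8 adipocyte, 9 of 12 macrophage, 7 of 13 T and NK cell and 4 of 11 endothelial genes had a positive interaction, against 0 over all genes. Without the 3 epithelial-low bone metastases the endothelial (adjusted p = 0.132), interferon (0.408), plasma cell (0.384), class II (0.408) and B cell (0.817) calls ended, and the T and NK cell interaction was 0.21 (0.0398), against 1.05, and the macrophage interaction 0.77, against 1.35. The granulocyte interaction was -2.44 there and the basal one -0.97. That fit called 3 lists as positive and 9 as negative, against 8 and 3 with all sections. The erythroid (-2.20, adjusted p = 2.85e-05), osteoblast (-0.58, 0.00392), megakaryocyte (-1.39, 0.00776), chondrocyte (-0.90, 0.0103), bone metastasis factor (-0.57, 0.0115) and osteoclast (-0.39, 0.0398) lists were called there and not with all sections.

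The number of lists called was 7 without primary tumour 2 and 6 without primary tumour 5, against 11 with all sections. The adipocyte, macrophage, T and NK cell, endothelial and mammary secretory calls were kept in all 12 fits without 1 section, while the basal, granulocyte, B cell, plasma cell, interferon and class II calls each ended in some. Other splits of the sections called a median of 12 lists, so the kept calls do not exclude chance. Without bone metastasis 3 the fibroblast list had an interaction of 1.37 (adjusted p = 2.35e-14), against -0.07 with all sections. The other 17 lists were not called, with adjusted p from 0.0963 to 0.997. Of these, 12 were called in 1 to 4 of the 12 fits without 1 section, with the luminal, osteoblast and mitochondrially encoded lists in 4 each, and the fibroblast and osteoblast lists in either direction. The osteoclast list had a median of 0.15 and a mean of -0.02 with a test pointing down, and the bone metastasis factors a median of -0.09 and a mean of 0.02 with a test pointing down. The mesenchymal transition list had a median of -0.13 and a mean of 0.04 with a test pointing up, and the immediate early list a median of -0.03 and a mean of 0.06 with a test pointing up.

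**Figure D3:**
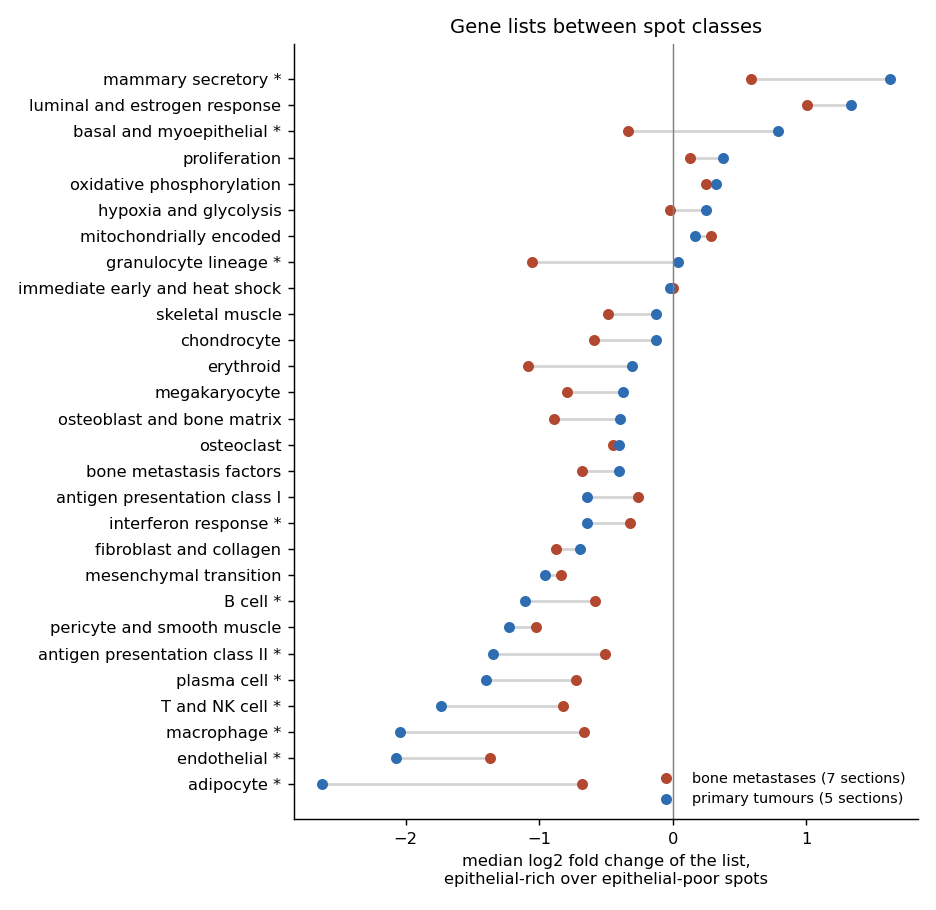
Median log2 fold change of each of 28 gene lists between epithelial-rich and epithelial-poor spots, in 7 bone metastases and in 5 primary tumours, with an asterisk where camera with a preset correlation called the difference between tissues. Camera called 11 lists, and a median of 12 in other splits of the sections, so the asterisks do not exclude chance. The macrophage list lies at -0.66 in bone metastases and -2.04 in primary tumours.

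Across single spots thinned to equal depth, interferon and macrophage transcripts were set apart from epithelial transcripts more in primary tumours than in bone metastases. Spearman's rho of the interferon response list with the epithelial share averaged 0.0276 ± 0.0425 in bone metastases (SD, n = 7) and -0.0823 ± 0.0344 in primary tumours (SD, n = 5; exact permutation p = 0.00253, adjusted p = 0.0253). For the macrophage list rho averaged -0.0406 ± 0.0682 (SD, n = 7) and -0.186 ± 0.0720 (SD, n = 5; exact permutation p = 0.00884, adjusted p = 0.0442). The other 8 lists did not pass, with adjusted p from 0.206 to 0.890, and the luminal list averaged 0.162 ± 0.130 and 0.257 ± 0.0833. Both calls ended without the 3 epithelial-low bone metastases, with adjusted p of 0.0794 for interferon and 0.317 for macrophage by the exact permutation test. With 4 bone metastases and 5 primary tumours there are too few splits for 1 list alone to pass after adjustment over 10 lists. The lost interferon call therefore does not tell whether that result rested on those sections. The macrophage value lay well above that of interferon, so the number of splits alone does not explain its loss. In bone metastases 4 and 6 only 12.6% and 9.10% of the ranked spots held any epithelial UMI. Most spots tie there, which keeps rho small in these sections whatever the tissue. With spots thinned to 200 UMIs only the macrophage call was kept (exact permutation, adjusted p = 0.0126; interferon 0.145), and without thinning neither was (0.126 and 0.183). Thinned to 1000 UMIs, macrophage was kept (exact permutation, adjusted p = 0.00631), interferon was not (0.0726), and the T and NK cell list was called (0.00631). The interferon call was kept in all 12 tests without 1 section, while the macrophage call was kept without bone metastasis 1 or 3 or primary tumour 1 and ended in the other 9.

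**Figure D4:**
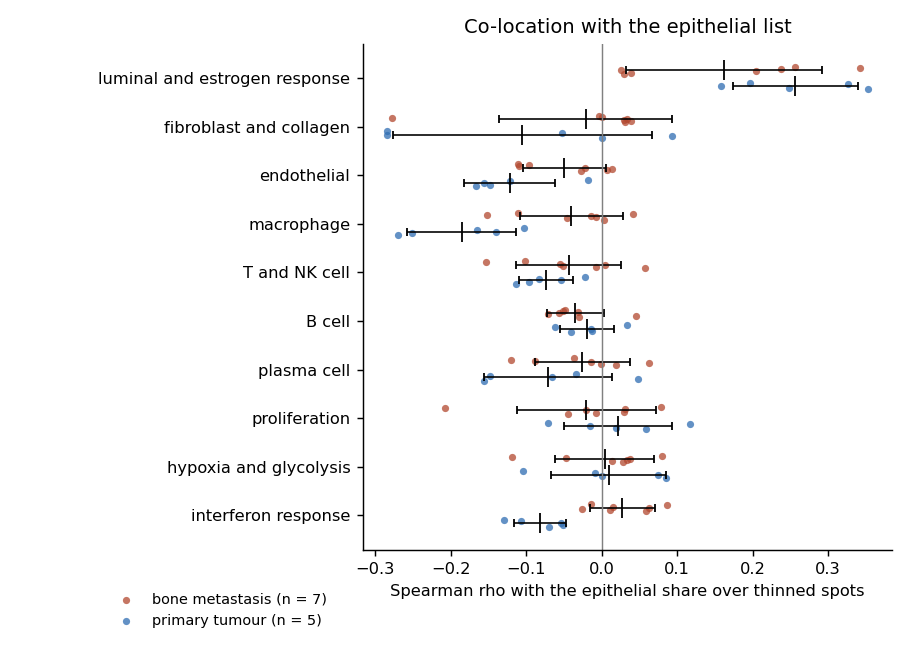
Spearman's rho of 10 gene lists with the epithelial share over spots thinned to 500 UMIs, for 7 bone metastases and 5 primary tumours, with the mean ± SD as black bars. The interferon response list averages 0.0276 in bone metastases and -0.0823 in primary tumours.

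Spatial clustering of the lists did not differ detectably between tissues. Moran's I, which is above 0 when neighbouring spots resemble each other, averaged 0.0677 ± 0.0779 for the macrophage list in bone metastases (SD, n = 7) and 0.218 ± 0.0790 in primary tumours (SD, n = 5; exact permutation p = 0.0101, adjusted p = 0.111). The fibroblast and collagen list was the most clustered in both, at 0.457 ± 0.255 and 0.703 ± 0.117 (exact permutation p = 0.0745, adjusted p = 0.164). By the exact permutation test 0 of 11 lists passed (adjusted p from 0.111 to 0.982), with 2 lists, macrophage and epithelial, at an unadjusted p under 0.05. Leaving out bone metastasis 5 brought the macrophage list past the threshold (exact permutation, adjusted p = 0.0238).

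Next to epithelial-rich spots, luminal transcripts were higher and T cell transcripts lower than farther away. The luminal list had a mean log2 ratio of 0.32 ± 0.39 (SD over 12 sections), above 0 in 10 of 12, with an exact sign-flip permutation p of 0.00293 (adjusted p = 0.0171). The T and NK cell list had a mean of -0.62 ± 0.54, above 0 in 2 of 12 (exact sign-flip permutation p = 0.00342, adjusted p = 0.0171). The endothelial (-0.35) and B cell (-0.34) lists had adjusted p of 0.0525 by the same exact sign-flip permutation test, and the other 6 lists had adjusted p from 0.0908 to 0.771. Between tissues 0 of 10 lists differed by the exact permutation test (lowest adjusted p = 0.436), and 0 had an unadjusted p under 0.05. Among spots with at least 500 UMIs 6 lists passed the sign-flip test, and with the top 10% of spots as epithelial-rich 4 did. Without bone metastasis 2 the count was 4. Spots next to epithelial-rich spots and spots farther away were not matched for epithelial share or depth. Higher luminal and lower T cell shares can therefore follow from how the spots were chosen. The adjacent spots were the deeper ones except in bone metastasis 3 and primary tumour 3, with median UMIs of 7806 against 2021 in primary tumour 5. In bone metastases 4 and 6, 471 of 948 and 646 of 1016 epithelial-rich spots held no epithelial UMI.

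In the dual-assay sections, protein and transcript of the same gene were weakly related from spot to spot. Over 28 antibodies in the bone metastasis section the median Spearman's rho was 0.0224, with a range from -0.136 to 0.344, and over 30 antibodies in the primary tumour section it was -0.00356, with a range from -0.0413 to 0.300. With recovered antibody UMIs and gene UMIs in place of shares the medians were 0.0753 and 0.0425, and with the ratio to the isotype controls 0.0905 and 0.0351. In the bone metastasis section the highest rho belonged to EPCAM (0.344), the apoptosis inhibitor BCL2 (0.296), VIM (0.194), SDC1 (0.151) and ACTA2 (0.143). The lowest belonged to CD163 (-0.136), CD4 (-0.105), CD14 (-0.0281), CD27 (-0.0273) and PAX5 (-0.0269). In the primary tumour section the highest were ACTA2 (0.300), the basal keratin KRT5 (0.170), BCL2 (0.142), SDC1 (0.112) and PCNA (0.0769), and the lowest VIM (-0.0413), CD40 (-0.0361), CD163 (-0.0324), CR2 (-0.0251) and PDCD1 (-0.0234). That section had a median of 217 gene UMIs per spot, and its ranking moved among spots with 200 or more gene UMIs. There rho was 0.172 for VIM, 0.0530 for CD163, 0.184 for ACTA2 and 0.0544 for KRT5. The median rho in that setting was 0.0185 in the bone metastasis section and 0.0229 in the primary tumour section. Transcripts were sparse, with 467 EPCAM UMIs, 203 CD163 UMIs and 6 CD27 UMIs in the whole bone metastasis section, so a low rho is not evidence that protein and transcript are unrelated. In raw UMIs rho was 0.161 for CD163 and 0.133 for CD4 in the bone metastasis section, and 0.284 for VIM and 0.151 for EPCAM in the primary tumour section, where the shares gave -0.00358 for EPCAM. The raw UMIs were not corrected for the depth of the spot, so a shared depth can raise these values. Against the mean of the 4 isotype controls (mouse IgG2a, mouse IgG1k, mouse IgG2bk and rat IgG2a), EPCAM protein lay at 8.93 times in the bone metastasis section and 2.76 times in the primary tumour section, and BCL2 at 36.5 and 12.9 times. PAX5, FCGR3A, CXCR5 and MS4A1 lay below the mean isotype control in both sections, and CEACAM8 and CD274 in the primary tumour section.

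**Figure D5:**
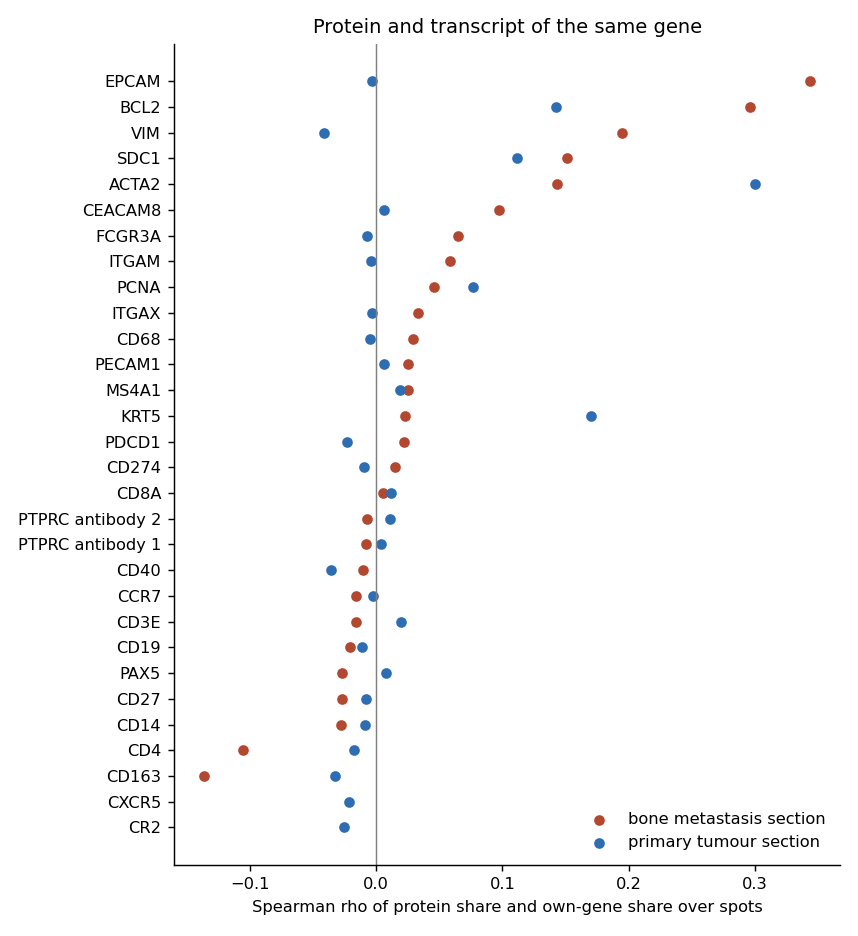
Spearman's rho over spots between the share of each protein and the share of its own gene, for 28 antibodies in the bone metastasis section and 30 in the primary tumour section. EPCAM is highest in the bone metastasis section at 0.344 and ACTA2 in the primary tumour section at 0.300.

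The RNA of each dual-assay section was closest to the section with the same library number. Across 14433 genes, the bone metastasis dual-assay section had a Spearman's rho of 0.840 with bone metastasis 2 and of at most 0.831 with the other 11 sections. The primary tumour dual-assay section had a rho of 0.948 with primary tumour 5 across 14789 genes. These correlations are across genes, which are not independent replicates. With genes of an average log2 CPM of at least 4, bone metastasis 2 (0.693) came after bone metastasis 3 (0.705), and primary tumour 5 stayed first (0.904).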

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

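The tests of the albumin transcript, the fit without the 3 epithelial-low bone metastases, the ratio within the shared series, and the use of the planned thinning, covariates and 500-UMI limit as tests of a cause were chosen after the results were seen, as were the tests of other splits except the 2 for the difference between tissues.

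In bone metastasis 1 the transcript of albumin (ALB) reached 18475 CPM and that of alpha-fetoprotein (AFP) 140 CPM, against at most 27.5 and 11.9 CPM in the other 11 sections. The median of 25 liver genes in this section was 1.35 CPM, which argues against liver RNA, since liver cells would bring their other abundant transcripts too. Over spots thinned to 500 UMIs, the albumin share had a rho of -0.347 with the erythroid and granulocyte share, which argues against marrow cells. Its rho was 0.352 with the luminal share and lower, at 0.153, with the epithelial share. A candidate explanation is that the carcinoma cells of this section carry the transcript. It remains a hypothesis, since it rests on 1 section, and a mislabelled or mixed section was not tested for.

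The 21 genes that fell in bone metastases over whole sections had a median log2 fold change of -3.40, and 1 of the 100 splits of the sections tested, the real one, called as many as 28 genes (highest other 0), so chance is excluded there. After thinning every section to the smallest total the median was -3.07 (quartiles -3.61 to -2.58) with 1 gene still called (highest adjusted p = 0.0729). Random thinning keeps each gene's expected share, so it could hardly move these folds and cannot test a bias tied to depth. With mean UMIs per spot as a covariate the median was -3.33 (quartiles -3.61 to -2.94) with 0 called. The median SE rose there from 0.571 to 0.705, and 661 genes had an edgeR p under 0.05 against 886 expected by chance. The folds of the covariate fit argue against depth per spot as their whole cause, but the calls did not last. Without the 3 epithelial-low bone metastases the median was -3.65 (quartiles -4.13 to -3.22) and 0 were called (highest adjusted p = 0.242) with fewer sections, which argues against those sections as the whole cause. With the library-number series that both tissues share as a covariate it was -3.70 and 21 of 21 were called, which argues against that series. For the series of 4 bone metastases and the series of 4 primary tumours, series and tissue cannot be told apart: within the shared series the median log2 ratio was -3.25 with 21 of 21 negative, but that rests on 1 primary tumour, and the tissue itself stays an open, untested explanation.

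The contrast of ENPP2 between epithelial-rich and epithelial-poor spots differed between tissues by 2.924 on the log2 scale. Without the 3 epithelial-low bone metastases the difference was 2.42 (edgeR adjusted p = 0.036), which argues against those sections as the whole cause, while among spots with 500 or more UMIs it was 2.45 (edgeR adjusted p = 0.00299), but epithelial-rich spots stayed deeper there, with median UMIs of 4333.5 against 1217.5 in primary tumour 4, so a difference in depth between the spot classes stays open. Of 30 splits tested 4 called as many as the real 2 genes, so chance could not be excluded for that count. The highest other split called 103 genes, many times the real count, and 24 of the 29 others called 0, so a structure of the samples other than tissue rests on few splits and was not tested. A difference between tissues in the cells that express ENPP2 stays open and untested.

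Other splits of the sections gave these counts. For the lists called over whole sections, 3 of 100 splits gave as many as the real 19 (highest other 19), so chance was excluded at the 0.05 level for that count, but the other splits called a median of 11 lists, so the count does not exclude chance for any single list. For the lists called in epithelial-rich spots 4 of 100 gave as many as the real 14 (highest other 14), so chance was excluded at that level for that count too, with a median of 7 lists in the other splits. For genes in epithelial-rich spots 100 of 100 splits gave at least the real 0, as any split must, so that count says nothing about chance; the highest other gave 150, in 1 split, and 97 of the 99 others gave 0. Between spot classes in bone metastases 30 of 30 class swaps gave at least the real 0 (highest other 0), which is void for the same reason. In primary tumours 1 of 16 class swaps, the real one with 2937 genes, gave as many (highest other 253), and 16 are too few for a share under 0.05. For the lists whose contrast differed between tissues 19 of 30 splits gave as many as the real 11 (median of the others 12, highest other 19), so chance was not excluded.

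The difference between tissues in the contrast of epithelial-rich and epithelial-poor spots was tested by its interaction for the following. With an estimated correlation between genes 0 of the 28 lists were called, and without the 3 epithelial-low bone metastases the endothelial, class II, plasma cell, B cell and interferon calls ended (adjusted p from 0.132 to 0.817). SMOC2 differed by 2.472 (log2). With a preset correlation the median difference of lists was 1.986 for adipocyte, 1.352 for macrophage, 1.045 for T and NK cell, 0.765 for endothelial, 0.8415 for class II, 0.7487 for plasma cell, 0.4103 for B cell, 0.2965 for interferon response, -0.5485 for basal, -1.142 for granulocyte and -1.429 for mammary secretory.

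A sample far from the others of its group was looked for in 168 groups of values and found in 15, of which 12 follow, and chance alone gives about 1 in 20. On the log2 CPM scale primary tumour 4 was lowest for the osteoblast list (7.803) and MKI67 (2.032), primary tumour 3 for the T and NK cell (3.734) and B cell lists (3.076), and bone metastasis 6 was highest for class I (11.62). Moran's I was highest in bone metastasis 3 for the endothelial list (0.1609), in bone metastasis 5 for the macrophage list (0.2304) and in primary tumour 4 for the T and NK cell list (0.1641). In bone metastasis 2 the log2 ratio next to epithelial-rich spots was highest for the luminal list (1.415) and lowest for proliferation (-1.906) and hypoxia (-1.097). Bone metastasis 3 had the highest log2 total UMIs of its group (24.7).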

How the results depend on the processing

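Leaving out the 3 epithelial-low bone metastases was chosen after the data had been seen, and the other alternatives were planned. No paired analysis was possible because the labels do not tie sections to patients. Unless stated, the cause was not tested.

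For main counts and values, 120 of 156 results without 1 section were labelled the same and 36 moved, and under other alternatives 50 of 81 were labelled the same and 31 moved. This label allowed a changed count. It covered 20 genes against 28 over whole sections among spots with 200 or more UMIs, and 2691 against 2937 within primary tumours with RLE size factors. For single genes and lists, the results without 1 section were 2817 the same, 242 weaker, 55 stronger and 4 reversed of 3118. Under other alternatives they were 1175 the same, 222 weaker, 51 stronger and 2 reversed of 1450. Here too the label allowed a changed value. It covered the osteoclast difference between tissues of 0.0003009 without bone metastasis 4, against 0.147 with all sections.

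Over whole sections, against 28 genes, DESeq2 called 808, voom with quality weights 148, the covariate for the shared series 96, no filter 79, RLE 14, library size 5, genes of average log2 CPM of 4 or more 2, thinning 1, and the mean-UMI covariate and the fit without the 3 sections 0 each, the last with fewer sections. Without 1 section the range was 3 to 317, and camera with an estimated correlation called 0 and fry 6 lists. In epithelial-rich spots, against 0, DESeq2 called 571, no filter 21, shares over neighbours 2 and the top 10% of spots 1, and 0 to 6 without 1 section, with 0 lists under an estimated correlation and 3 by fry. Within bone metastases, against 0, DESeq2 called 146, the top and bottom 10% of spots 20 and the fit without the 3 sections 383. Within primary tumours the range without 1 section was 1157 to 3316 genes. For the difference between tissues, against 2, DESeq2 called 12, the top and bottom 10% 7 and the fit without the 3 sections 1, and without 1 section 1 to 236. Its lists were 0 with an estimated correlation and 6 to 15 without 1 section.

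Without the 3 sections the oxidative phosphorylation list over whole sections turned to 0.43 (adjusted p = 0.0159) and the B cell list of the difference between tissues to -0.55 (adjusted p = 0.817). Without 1 section the difference between tissues ran from -0.42 to 1.37 for the fibroblast list, -0.80 to 0.62 for osteoblast, 0.0003009 to 0.33 for osteoclast and -0.25 to 0.40 for bone metastasis factors, each highest without bone metastasis 3.

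Of the co-location calls, 0 were left without the 3 sections, where 1 list alone could not pass with so few splits. There was 1 left at 200 UMIs, 1 at 1000 UMIs, where the T and NK cell list was called as well, and 0 without thinning. Without 1 section the count was 1 to 3. Next to epithelial-rich spots 6 lists passed among spots of 500 or more UMIs and 4 with the top 10%, and 2 to 4 without 1 section. Clustering gave 0 to 1 lists and summed shares 0 to 3 without 1 section. The bone metastasis dual-assay section ranked its own library number 2 with genes of average log2 CPM of 4 or more. In the section of 1125732 UMIs a gene under 2.66 CPM has fewer than 3 UMIs.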

Other observations

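The test of the proliferation list in this part was chosen after the list's values had been seen.

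The dual-assay sections, which take no part in the group comparisons, differed in their marrow transcripts. In the bone metastasis dual-assay section the luminal list held 12996 CPM, the erythroid list 14616 CPM and the granulocyte list 3548 CPM, while the fibroblast and collagen list held 4202 CPM. In the primary tumour dual-assay section the luminal list held 10471 CPM, the erythroid list 141 CPM, the granulocyte list 105 CPM and the fibroblast and collagen list 38371 CPM. Among the proteins of the bone metastasis section, the granulocyte adhesion molecule CEACAM8 lay at 17.8 times the mean isotype control, against 0.287 times in the primary tumour section, and the basal keratin KRT5 lay at 11.4 and 34.7 times.

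The summed level of 344 olfactory receptor genes, which breast and bone are not known to use, measured background. It was 9099 CPM in bone metastasis 7, 2529 in bone metastasis 4 and 1532 in bone metastasis 6, and between 160.5 and 1461 CPM in the other 9 sections.

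Proliferation transcripts in bone metastases could come from dividing marrow cells. Over thinned spots the rho of the proliferation share with the erythroid and granulocyte share averaged 0.0298 (SD 0.146, n = 7), ran from -0.211 to 0.287 and was above 0 in 5 of 7 bone metastases, so the test left this hypothesis open.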
